A study of Homo sapiens with 6 samples. Its data were reported in "Targeting FAPα-expressing hepatic stellate cells overcomes resistance to antiangiogenics in colorectal cancer liver metastasis models" (2022).

How the data were processed

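RNA was sequenced in 6 libraries from LX-2, an established human hepatic stellate cell line. Per the labels, 3 libraries came from cells carrying the empty vector (LX-2Vector) and 3 from cells overexpressing fibroblast activation protein α (LX-2FAP), and all were cultured for the same time. Groups and replicate numbers were taken from the sample titles. The labels describe libraries made from RNA depleted of ribosomal RNA, and the study's methods also name a poly(A) isolation step, so which RNA classes were kept is not settled.

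The authors aligned reads with Hisat2, counted reads per gene with FeatureCounts and deposited whole-number counts, not normalized, together with FPKM values that the authors computed from gene length and count. The table held 60748 genes, of which 60605 had an Ensembl identifier and 143 were named only as unannotated loci. The deposited counts and FPKM values gave back a whole-number gene length that was equal in every library for all 41175 genes with a count. The genome build, the annotation release and the use of strand in counting were not stated. Of the Ensembl identifiers, 58337 were in GENCODE release 29 (GRCh38), from which the coordinates given here were taken, and 60.7% of the gene lengths equalled the merged exon length in that release. All columns of values were assigned to a sample by name.

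Counts were tested with the quasi-likelihood test of edgeR 4.0.16 after TMM normalization and the default expression filter (minimum count of 10, minimum total of 15), which kept 18275 genes. LX-2FAP was compared with LX-2Vector with no covariate, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes. A gene was called at an adjusted p under 0.05. The study gives a cutoff of a fold change over 1.2 with a P under 0.05 and does not state whether that P was adjusted. It was counted beside the calls with an unadjusted p, and once with an adjusted p. Standard errors of log2 fold changes were derived from the test statistic. All edgeR, limma and DESeq2 p-values were 2-sided. With 3 libraries against 3, an exact permutation test of a single gene cannot give a 2-sided p below 0.1.

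Lists of genes, 10 in all, were written before the data were examined: the 6 secreted factors, CXCR2 ligands, cytokines and chemokines, stellate cell activation, FGFR-ERK targets, interferon-stimulated genes, NF-kB targets, proliferation, FGFs and FGFRs. They were tested with camera (limma 3.58.1) on log2 CPM (normalized counts-per-million) with a preset inter-gene correlation of 0.01, adjusted over the lists. GO terms, as the deposited table pairs them with genes, were tested in the same way where 15 to 500 tested genes carried the term. FGF and FGFR genes were ranked by mean FPKM over the LX-2Vector libraries, with no test.

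Genes named in the text are FAP, the 6 secreted factors, members of a list where that list is discussed and, among called genes with a mean count of at least 100 and no overlap of normalized values between the groups, the 5 with the largest positive and the 5 with the largest negative log2 fold change. GO terms, the members singled out of a list and LOX were picked after their values were seen. Exons shared with other genes, and words of 75 bases shared with other transcripts, were looked up in GENCODE release 29.

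The test was checked on simulated counts for 17974 genes. It recovered 56% of genes changed 1.2-fold, 92% of those changed 1.5-fold and 98% of those changed 2-fold, and 3.9% of its calls were false. Genes were drawn independently, with no trend between libraries, and changes were planted only at a mean of at least 2 CPM. These rates therefore need not hold for the real calls or for genes of lower level. With a GC trend planted in LX-2FAP and no gene changed, it called 7361 genes, and 1 after that trend was removed. The planted trend was not matched to the data. Total counts ran from 17355700 to 26352060 per library. Each library was counted as a separate sample, as the labels list them. Replicates differed by more than counting noise (chi-square per degree of freedom from 2.06 to 5.02 over the 6 pairs within a group), which repeat libraries of one culture could also do, so this does not show that the cultures were separate.

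Alternatives fixed before the data were examined were the DESeq2 1.42.0 Wald test, DESeq2 size factors, library size alone, no filter on low counts, at least 10 counts in every sample, limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), the replicate number as a block, each library left out in turn, fry, camera with an estimated correlation, GO terms of 10 to 1000 genes and stricter thresholds. Removal of a smooth trend on GC content or on gene length from each library (loess, span 0.5), lists of hypoxia-responsive genes and YAP targets, and the division of the hypoxia list by a list of glycolysis genes and the GO terms for glycolysis, were chosen after seeing the data. GC content was known for 98.1% of tested genes. KEGG annotation in the deposited table was not used here.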

Results

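Transcript levels were measured by RNA sequencing in LX-2 cells, a human hepatic stellate cell line, that carried an empty vector (LX-2Vector, n = 3) or overexpressed fibroblast activation protein α (LX-2FAP, n = 3). Total counts were 26352060, 17355700 and 21070099 in LX-2Vector replicates 1, 2 and 3, and 24196402, 18234410 and 21229282 in LX-2FAP replicates 1, 2 and 3. No gene took more than 0.726% of the counts of a library. The first principal component of log2 normalized counts-per-million (CPM) held 36.2% of the variance. LX-2Vector libraries lay at -12, -11.6 and -20.7 on it, and LX-2FAP libraries at 1.9, 25.4 and 17, so LX-2FAP replicate 1 was the LX-2FAP library nearest to the controls. The labels give no sequencing batch or date, so no comparison within batches was made. The study made its stable LX-2FAP cells by lentiviral infection and describes selection of clones with puromycin. How many derived lines or clones the 3 libraries of a group came from is not stated. A difference between the groups may therefore be one between derived lines, and not an effect of FAPα.

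The overexpressed gene was examined first. FAP (ENSG00000078098, GRCh38 chromosome 2, 162170684 to 162245151, protein coding) had 49, 42 and 55 counts in LX-2Vector replicates 1 to 3 and 14864, 15160 and 14805 counts in LX-2FAP replicates 1 to 3. The level was 2.28 ± 0.379 CPM in LX-2Vector and 723.2 ± 112.3 CPM in LX-2FAP (SD, n = 3 each). The FAP log2 fold change was 8.33 (SE 0.13, edgeR quasi-likelihood adjusted p = 4.47e-16). The alternative that moved it most, limma-trend on log2(FPKM + 1), gave 6.27 on that scale.

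The next comparison asked which genes differ between LX-2FAP and LX-2Vector across the transcriptome. Of 18275 tested genes, 967 were called by edgeR at an adjusted p under 0.05, 469 higher and 498 lower in LX-2FAP. FAP aside, the median absolute log2 fold change of called genes was 0.26 and 88% of them changed by less than 1.5-fold. A change of more than 2-fold was called for 28 genes, FAP included. Groups did not overlap for 26.4% of tested genes, where chance gives 10% for 3 against 3. The study's cutoff was met by 1441 genes with an unadjusted p, 265 higher and 1176 lower, and by 475 genes with an adjusted p, 85 higher and 390 lower.

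The number of genes called depended on single libraries and on the test. It was 26 without LX-2FAP replicate 3, 129 without LX-2FAP replicate 2, 391 without LX-2Vector replicate 1, 395 without LX-2Vector replicate 3 and 1949 without LX-2FAP replicate 1. Limma-trend on FPKM called 2 genes, although 3662 genes had an unadjusted p under 0.05 with a pseudocount of 1. The DESeq2 Wald test called 1021 genes, of which 820 were among the 967. The number of genes called higher was 614 with that test and 239 with library size alone, and the number of genes called lower was 407 and 809.

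**Figure D1:**
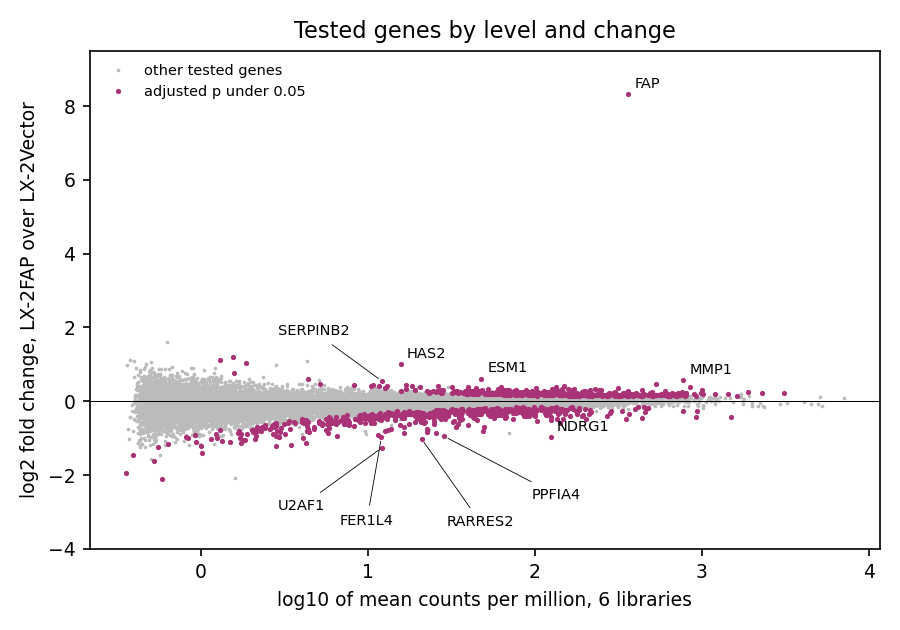
Log2 fold change of LX-2FAP over LX-2Vector (vertical axis) against log10 of the mean CPM over 6 libraries (horizontal axis), with 1 point per tested gene and the 967 called genes coloured. FAP lies at 8.33, and the other named genes lie between -1.26 and 1.01.

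**Figure D2:**
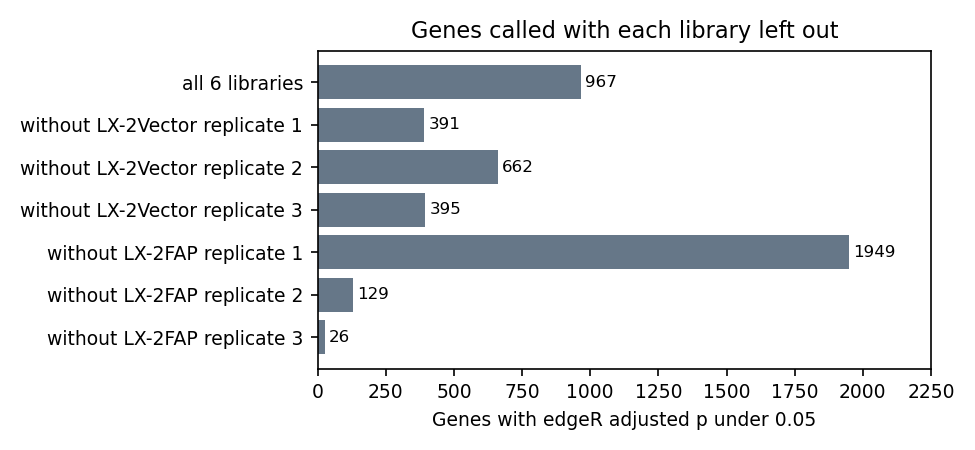
Number of genes with an edgeR adjusted p under 0.05 (horizontal axis) with all 6 libraries and with each library left out in turn (bars). The number runs from 26 without LX-2FAP replicate 3 to 1949 without LX-2FAP replicate 1.

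Among called genes with a mean count of at least 100 and no overlap between the groups, those most raised in LX-2FAP, FAP aside, were HAS2, ESM1, MMP1 and SERPINB2. HAS2 (ENSG00000170961, chromosome 8, 121612116 to 121641390) rose from 10.5 ± 1.85 to 21.04 ± 2.26 CPM (SD, n = 3), a log2 fold change of 1.01 (SE 0.11, edgeR adjusted p = 0.00049). ESM1 (ENSG00000164283, chromosome 5, 54977864 to 55022671) rose from 37.9 ± 2.78 to 57.8 ± 4.54 CPM (log2 fold change 0.61, SE 0.07, edgeR adjusted p = 0.000401). MMP1 (ENSG00000196611, chromosome 11, 102789920 to 102798160) rose from 623.6 ± 39.5 to 922.9 ± 93.3 CPM (log2 fold change 0.57, SE 0.06, edgeR adjusted p = 0.000401). HAS2, ESM1 and MMP1 were called in each of the 6 fits that left out 1 library. SERPINB2 (ENSG00000197632, chromosome 18, 63871692 to 63903890) rose from 9.85 ± 1.16 to 14.4 ± 0.781 CPM (log2 fold change 0.55, SE 0.10, edgeR adjusted p = 0.00769). It was not called without LX-2FAP replicate 3, where its log2 fold change was 0.51. SERPINB2 shares 19.9% of its exon bases with SERPINB10, so its counts are uncertain. Limma-trend on FPKM called none of these 4 genes, and their largest adjusted p among the 15 alternatives with a filter on low counts was 0.113 for HAS2, MMP1 and SERPINB2 and 0.104 for ESM1.

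The genes that fell most by the same rule were U2AF1, RARRES2, NDRG1, FER1L4 and PPFIA4, with log2 fold changes of -1.26 (SE 0.26), -1.02 (SE 0.19), -0.98 (SE 0.23), -0.97 (SE 0.20) and -0.95 (SE 0.18). Their edgeR adjusted p-values were 0.0153, 0.00985, 0.0249, 0.0161 and 0.0115. None of the 5 was called by the DESeq2 Wald test, by limma-trend on FPKM, or by edgeR without LX-2FAP replicate 3. Without that library the U2AF1 log2 fold change was -1.09, the RARRES2 log2 fold change -0.94, the NDRG1 log2 fold change -0.84, the FER1L4 log2 fold change -0.85 and the PPFIA4 log2 fold change -0.86. The largest adjusted p-values among the same 15 alternatives were 0.159, 0.119, 0.16, 0.132 and 0.124. NDRG1 (ENSG00000104419, chromosome 8, 133237171 to 133302022) had 165.7 ± 67.02 CPM in LX-2Vector and 83.6 ± 31.8 CPM in LX-2FAP (SD, n = 3). It was also not called without LX-2Vector replicate 3 (log2 fold change -0.59) or LX-2FAP replicate 2 (-0.82), and with the GC trend removed (-0.94). FER1L4 was not called without LX-2FAP replicate 2 (-0.81). RARRES2 (ENSG00000106538) lies on chromosome 7 (150338317 to 150341674) and PPFIA4 (ENSG00000143847) on chromosome 1 (203026498 to 203078740). FER1L4 (ENSG00000088340), annotated as a pseudogene, lies on chromosome 20 (35558737 to 35607562). U2AF1 (ENSG00000160201, chromosome 21, 43092956 to 43107587) shares 91.8% of its 75-base words with U2AF1L5, so its count is uncertain. It had 675 counts in LX-2Vector replicate 1 against 199 and 297 in replicates 2 and 3, and was not called without LX-2Vector replicate 1 (log2 fold change -0.80).

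The study asked which secreted factors rise with FAPα. Of the 6 that it named from these libraries, 4 met its cutoff with an unadjusted p (IL1B, IL33, CXCL5 and CSF2), 2 met it with an adjusted p, 2 were called over all tested genes (IL1B and IL33), and 4 passed when adjusted over the list alone. The study picked this list on these libraries, so the last count is not independent evidence. These counts are from edgeR. The study names both DESeq2 and edgeR, and with the DESeq2 Wald test 3 of the 6 met its cutoff with an unadjusted p. IL1B (ENSG00000125538, chromosome 2, 112829751 to 112836903) rose from 34.8 ± 1.11 to 41.98 ± 1.65 CPM (SD, n = 3), a log2 fold change of 0.27 (SE 0.06, edgeR adjusted p = 0.0152). IL33 (ENSG00000137033, chromosome 9, 6215786 to 6257983) rose from 17.3 ± 1.86 to 21.1 ± 0.440 CPM (log2 fold change 0.30, SE 0.08, edgeR adjusted p = 0.0471). CXCL5 (ENSG00000163735, chromosome 4, 73995642 to 73998779) had 11.7 ± 1.55 CPM in LX-2Vector and 14.4 ± 1.65 CPM in LX-2FAP (log2 fold change 0.30, SE 0.11). The groups overlapped for CXCL5, and its edgeR adjusted p was 0.105. CSF2 (ENSG00000164400, chromosome 5, 132073790 to 132076170) had 2.67 ± 0.449 and 3.50 ± 0.189 CPM (log2 fold change 0.40, SE 0.16, edgeR adjusted p = 0.147). IL18 (ENSG00000150782, chromosome 11, 112143251 to 112164117) had 0.960 ± 0.272 and 1.25 ± 0.307 CPM, and IL16 (ENSG00000172349, chromosome 15, 81159575 to 81314058) had 1.18 ± 0.431 and 1.43 ± 0.280 CPM. A difference was not detectable at this depth for either (log2 fold changes 0.40 and 0.20, edgeR adjusted p = 0.42 and 0.709). IL16 shares 36.6% of its exon bases with genes on the other strand, so its count is uncertain. The number of secreted factors at the study cutoff was 0 without LX-2Vector replicate 1 and 1 without LX-2FAP replicate 3. IL33 was not called without LX-2Vector replicate 1 (log2 fold change 0.21), LX-2Vector replicate 2 (0.32), LX-2FAP replicate 2 (0.28) or LX-2FAP replicate 3 (0.30), and IL1B was not called without LX-2FAP replicate 3 (0.25). IL33 was also not called with library size alone (0.27) or with the GC trend removed (0.22), and limma-trend on FPKM called neither.

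**Figure D3:**
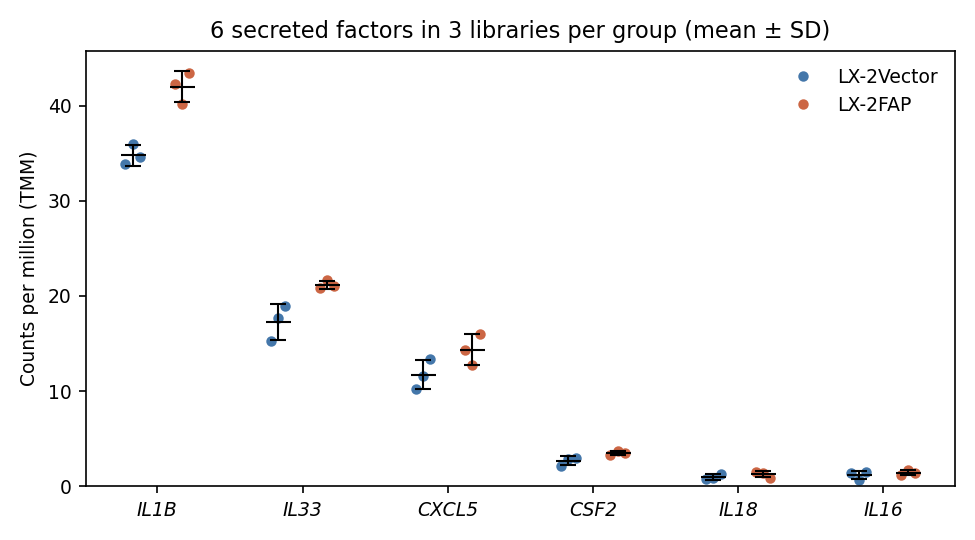
TMM-normalized CPM (vertical axis) of the 6 secreted factors in 3 LX-2Vector and 3 LX-2FAP libraries, with points for libraries and bars for mean ± SD. The groups do not overlap for IL1B, IL33 and CSF2, and they overlap for CXCL5.

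Over the wider family, 5 of 42 tested cytokine and chemokine genes were called, and 6 passed when adjusted over the list alone. IL1B and IL33 were higher in LX-2FAP. CXCL12, IL32 and CXCL16 were lower, with log2 fold changes of -0.60, -0.48 and -0.50 and edgeR adjusted p-values of 0.0104, 0.0155 and 0.0456. Without LX-2FAP replicate 3 none of the 42 was called, and 10 had an unadjusted p under 0.05. CXCL5 is a ligand of CXCR2, and all 7 CXCR2 ligands were tested. None was called, 3 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. The 6 ligands other than CXCL5 had log2 fold changes from -0.28 to 0.66, with 0.178 as their smallest edgeR adjusted p. CXCL8 gave 71.4% of the CXCR2 ligand counts in LX-2Vector and CXCL5 gave 6%. The summed level of the 7 ligands was 197.4 ± 33.5 CPM in LX-2Vector and 191.1 ± 15.7 CPM in LX-2FAP (SD, n = 3; 2-sided exact permutation p = 0.9), so it differed by less than the spread between replicates.

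Of 10 gene lists, 5 passed by camera. These include the secreted factors, which the study picked on these libraries, so that list is not independent evidence. FGFR-ERK targets were higher (mean log2 fold change 0.06 over 18 genes, 15 of them higher, adjusted p = 0.00183), as were the secreted factors (0.31 over 6 genes, 6 of them higher, adjusted p = 0.00183). NF-kB targets (-0.24 over 18 genes, 16 lower, adjusted p = 0.00183), interferon-stimulated genes (-0.18 over 26 genes, 19 lower, adjusted p = 0.00719) and stellate activation genes (-0.22 over 19 genes, 14 lower, adjusted p = 0.0125) were lower. The mean of each of these 5 lists kept its sign under TMM, DESeq2 size factors and library size alone, where 12 of the 18 FGFR-ERK targets were higher. Only the FGFR-ERK list passed under fry (adjusted p = 0.0166), and with an estimated correlation it did not pass (adjusted p = 0.286), nor did any other list. The interferon list did not pass without LX-2FAP replicate 3, where its mean was -0.12. The FGFR family (adjusted p = 0.095), proliferation (0.325), cytokines and chemokines (0.429), FGFs (0.997) and CXCR2 ligands (0.997) did not pass by camera. The proliferation mean was 0.01, and -0.02 with library size alone.

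Within the FGFR-ERK list, CCND1, PHLDA1, SPRED1, DUSP6, SPRY2 and ETV1 were called higher and EGR1 lower, and 9 of the 18 passed when adjusted over the list alone. CCND1 (ENSG00000110092, chromosome 11, 69641087 to 69654474) rose from 739.5 ± 3.14 to 961 ± 44.3 CPM (SD, n = 3; log2 fold change 0.38, SE 0.04, edgeR adjusted p = 0.000401). EGR1 had a log2 fold change of -0.44 (edgeR adjusted p = 0.00675). Without LX-2FAP replicate 3 CCND1 was the only one of these 7 still called, and the EGR1 log2 fold change was -0.43. DUSP6 shares 40.5% of its exon bases with a gene on the other strand, and PHLDA1 16.5%. In the stellate list 7 genes were called lower, and VIM was called higher. The COL3A1 log2 fold change was -0.69, and -0.68 without LX-2FAP replicate 3, where COL3A1 was not called. In the NF-kB list 6 genes were called lower and IL1B, which is also a secreted factor, higher. In the interferon list 7 genes were called lower and IFI44 higher. When adjusted over the list alone, 13 stellate, 10 NF-kB, 13 interferon and 12 of 22 proliferation genes passed. In the proliferation list CCNB1 was called higher and MCM7 lower over all tested genes.

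Of 2382 GO terms, 222 passed by camera, 178 higher and 44 lower. Ribosome biogenesis ranked first among the terms that were higher (98 genes, mean log2 fold change 0.10, adjusted p = 1.28e-09). Extracellular matrix structural constituent ranked first among those that were lower (93 genes, mean log2 fold change -0.22, adjusted p = 1.94e-05). Of the 222, cell division also passed by fry. No term passed with an estimated correlation, where 55 had an unadjusted p under 0.05. Without LX-2Vector replicate 3, 113 GO terms passed by camera.

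The levels of FGFs and their receptors were compared within LX-2Vector, since the study names FGF2 and FGFR1 as the highest of their families in LX-2 cells. Its main text does not say which assay gave that, or whether LX-2Vector cells were used, so the cells and the measure may differ. FGF5 (ENSG00000138675) had the highest mean, 20.5 ± 1.33 FPKM, followed by FGF2 (ENSG00000138685) with 19.7 ± 1.32 FPKM and FGF1 with 2.55 ± 0.0774 FPKM (SD, n = 3). The order of FGF2 and FGF5 depended on the unit. FGF2 shares 11.9% of its exon bases with NUDT6 on the other strand, and FGF5 2.3% with CFAP299. With the use of strand unknown, so small a difference between them is uncertain. Within LX-2Vector replicates 1 to 3, FGF2 over FGF5 was 0.943, 0.99 and 0.95 in FPKM, so FGF5 was higher in 3 of 3, and 1.07, 1.12 and 1.08 in CPM, so FGF2 was higher in 3 of 3. The value of FGF2 over the next highest member of its family was 0.961 in FPKM and 1.09 in CPM. FGFR1 (ENSG00000077782) was the highest receptor, at 9.81 ± 0.562 FPKM, and FGFR4 was next, at 0.517 ± 0.0612 FPKM. The value of FGFR1 over the next highest member of its family was 18.98. Between the groups, FGF5 was called higher in LX-2FAP (log2 fold change 0.29, SE 0.05, edgeR adjusted p = 0.00719), and not without LX-2FAP replicate 3 (0.28). FGF2 (0.13, edgeR adjusted p = 0.155) and FGFR1 (-0.05, edgeR adjusted p = 0.564) were not called.

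**Figure D4:**
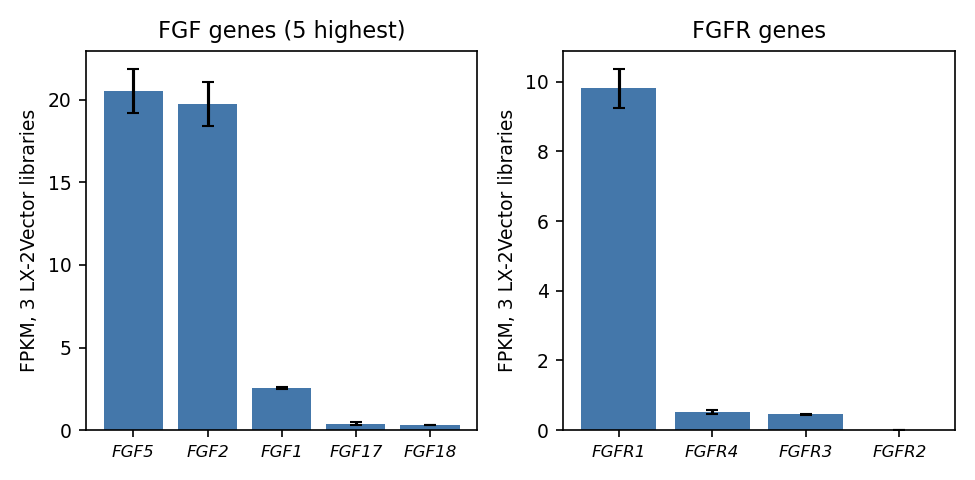
Mean FPKM (vertical axes) of the 5 highest FGF genes and of the FGFR genes in 3 LX-2Vector libraries, with SD as error bars. FGF5 and FGF2 lie at 20.5 and 19.7, and FGFR1 at 9.81.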

Values the study reported

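The study described 5 genes for secreted factors as upregulated in LX-2FAP cells in these libraries, and its text then names CSF2, IL18, CXCL5, IL33, IL1B and IL16. The cutoff given for that comparison was a fold change over 1.2 with a P value under 0.05, with n = 3 per group. By RT-qPCR the study found IL18, CXCL5, IL33 and IL1B higher in LX-2FAP cells, with the largest rise for CXCL5. It also reported more CXCL5 in the culture supernatant by ELISA, and effects of conditioned medium that a CXCL5 antibody weakened. Those assays are separate from these libraries and were not examined here.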

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

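The study's cutoff is counted here with an unadjusted p. The removal of trends on GC content and gene length was chosen after seeing the data. FAP stayed higher in LX-2FAP and called in all 16 alternatives. The FAP log2 fold change ran from 6.27 to 8.45, and from 8.17 to 8.45 in the 6 fits that each left out one replicate. Across those 6 fits, genes called ran from 26 to 1949, genes called higher from 14 to 892, genes called lower from 12 to 1057, genes at the study cutoff from 1132 to 1965, secreted factors at the study cutoff from 0 to 5, secreted factors called from 0 to 2, cytokine and chemokine genes called from 0 to 8, gene lists from 4 to 6 and GO terms from 113 to 279. The lowest and highest numbers of genes called came without LX-2FAP replicate 3 and without LX-2FAP replicate 1. All 26 genes of the former were among the 967, and 937 of the 967 were called in the latter. Where no secreted factor or cytokine gene was called (without LX-2FAP replicate 3), 2 secreted factors and 10 cytokine and chemokine genes had an unadjusted p under 0.05. Of the other 63 results, 32 changed without LX-2FAP replicate 3 (31 weaker, 1 reversed), more than in any other of these fits.

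Limma-trend gave 2 genes called (1 of the genes called higher, 1 of the genes called lower) with each pseudocount, with 0 secreted factors called and 0 cytokine and chemokine genes called. At an unadjusted p under 0.05 both fits gave 3 secreted factors and 13 cytokine and chemokine genes. There were 691 and 1620 genes at the study cutoff with pseudocounts of 1 and 0.1, and 1 and 2 secreted factors at the study cutoff with pseudocounts of 1 and 0.1. The prior degrees of freedom were 3.5 and 3.8, against 11.8 in edgeR, but the cause was not tested. With each pseudocount 36 of 49 other results changed (35 weaker, 1 reversed). The DESeq2 Wald test gave 865 genes and 3 secreted factors at the study cutoff, and 3 cytokine and chemokine genes called. With it, 9 of 43 other results weakened. Library size alone gave 239 genes called higher, 809 genes called lower and 1 of the secreted factors called. It changed 7 of 49 other results (5 weaker, 1 stronger, 1 reversed). The median log2 fold change of all tested genes was -0.04 under it and -0.01 under TMM.

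Without a filter on low counts there were 1606 genes called, 929 of them among genes called lower, and 2236 genes at the study cutoff. This fit adds no evidence for single genes, since its prior degrees of freedom were estimated as infinite and each gene's own spread between replicates was ignored. For LOX, whose groups overlap, the quasi-dispersion fell from 17.3 to 0.804 and the adjusted p from 0.0527 to 8.21e-54. LOX also passed in 6 of its 15 other alternatives, with adjusted p from 0.0113 to 0.242. CXCL5 passed in the unfiltered fit only (adjusted p = 0.0372), and had an adjusted p from 0.0537 to 0.416 in the other 15.

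With the GC trend removed there were 431 genes called, of which 336 were among the 967, with 245 genes called higher, 186 genes called lower, 2 secreted factors at the study cutoff, 1 of the secreted factors called and 2 cytokine and chemokine genes called. Another 11 of 63 results weakened. A fold change over 2 left 28 genes and an adjusted p under 0.01 left 116. Fry passed 1 gene list and 4 GO terms. Camera with an estimated correlation passed 0 lists and 0 GO terms, where 1 list and 55 terms had an unadjusted p under 0.05. The cause was not tested. The estimated correlation was 0.418 for the interferon list, 0.331 for NF-kB targets, 0.214 for the secreted factors and 0.195 for the stellate list, far above the preset 0.01 behind their camera passes, and 0.015 for the FGFR-ERK list.

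The value of FGF2 over the next highest member of its family was 1.09 in CPM, 0.904 over all 6 samples and from 0.947 to 0.969 with an LX-2Vector library left out. The value of FGFR1 over the next highest member of its family was 67.9 in CPM, 20.7 over all 6 samples and from 18.3 to 19.6 with an LX-2Vector library left out. FPKM divides by gene length and CPM does not, which sets the difference between the units.

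Signs reversed for 4 genes that were not called. The CXCL1 log2 fold change was -0.019 with library size alone and -0.029 and -0.030 with limma-trend, and ran from -0.052 to 0.092 with a library left out. The FGFR1 log2 fold change ran from -0.081 to 0.001, the IL16 log2 fold change from -0.016 to 0.351 and the CXCL8 log2 fold change from -0.210 to 0.097. The cause was not tested.

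Libraries with the same replicate number did not deviate together (correlations across genes, which are not independent replicates, of -0.039, 0.044 and -0.01), so the numbers do not pair them. The replicate number as a block gave 975 genes called, 855 of them among the 967, and 63 of 63 other results kept their direction and their side of the threshold. So did 48 of 48 with at least 10 counts in every sample and 8 of 8 with GO terms of 10 to 1000 genes. With DESeq2 size factors, and with the length trend removed, 62 of 63 did, and 1 became stronger.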

Other observations

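The tests of the FAP level, of the unequal shift of called genes, of the GO terms named for hypoxia or glycolysis, of the list members outside glucose metabolism and of the genes called both before and after the GC correction were chosen only after the result was seen.

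For each of 6 numbers, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave a number as large. These were the genes called, the genes at the study's cutoff, the secreted factors at that cutoff, the cytokine and chemokine genes called, the gene lists and the GO terms. The largest number from another split was 1 gene called, 826 genes at the cutoff, 1 secreted factor, 0 cytokine genes, 3 lists and 194 GO terms, against 967, 1441, 4, 5, 5 and 222. The 194 GO terms came from LX-2Vector replicate 1 with LX-2FAP replicates 2 and 3 against the others. With 10 splits the share cannot fall below 0.1. The study picked the secreted factors on the real grouping, so their number says nothing about chance, and the gene lists and the cytokine genes include them.

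Log2 fold change followed GC content (correlation of -0.363 across genes, which are not independent replicates) and hardly followed length (-0.004). Removal of the GC trend lowered the genes called from 967 to 431, so a GC content trend between libraries may account for a large part of the calls. It argues against that trend as the whole cause that 336 genes were called both before and after. Removal of the length trend kept 961 of the 967 calls, which argues against a length trend as their cause. It gave 1238 genes called, but it also moved the median log2 fold change of all tested genes from -0.013 to 0.001. The rise in calls is therefore not evidence about length. The stellate activation list did not pass with the GC trend removed (camera adjusted p = 0.0775), so its fall may be part of that trend, and it passed with the length trend removed (camera adjusted p = 0.00957). The FGFR-ERK list passed under both (camera adjusted p = 8.28e-05 and 0.00291), as did the NF-kB list (0.000844 and 0.00244) and the interferon list (0.00536 and 0.00455), which argues against either trend as their whole cause. No list passed with an estimated correlation. Whether the GC trend is technical, follows from FAPα itself or from another difference between the derived lines, stays open, since the labels give no library batch.

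NDRG1, among the genes that fell most, responds to hypoxia. The hypothesis that the LX-2FAP cultures had a lower hypoxia response was tested on a separate list of 31 hypoxia-responsive genes that left out the genes already seen. Of 29 tested, 28 were lower in LX-2FAP (27 with DESeq2 size factors, 29 with library size alone) and 9 were called, all lower. The mean log2 fold change was -0.27, and ran from -0.35 without LX-2FAP replicate 1 to -0.18 without LX-2Vector replicate 3. Camera gave p = 1.44e-07, p = 1.8e-07 with the GC trend removed and p = 1.16e-07 with the length trend removed, where an exact permutation of the 6 libraries cannot go below 0.1. The GC and length trends therefore do not account for the fall of the list, although NDRG1 itself was not called with the GC trend removed. Fry gave p = 0.0477 and an estimated correlation p = 0.188, against the same limit of 0.1 for an exact permutation. The estimated correlation was 0.469, far above the preset 0.01, so the camera values may overstate the evidence. The mean deviation of the list was 0.06, 0.07 and 0.27 in LX-2Vector replicates 1 to 3 and 0.01, -0.22 and -0.19 in LX-2FAP replicates 1 to 3, so LX-2FAP replicate 1 lay closer to LX-2Vector replicates 1 and 2 than to the other LX-2FAP libraries.

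GO terms named for hypoxia or glycolysis went both ways. Response to hypoxia had a mean log2 fold change of -0.09 (137 genes, 91 lower, camera adjusted p = 0.101). Its unadjusted values were p = 0.0138 by camera and p = 0.0272 by fry, where an exact permutation of the 6 libraries cannot go below 0.1. Cellular response to hypoxia had a mean of -0.06 (98 genes, 60 lower, camera adjusted p = 0.656). Regulation of transcription from RNA polymerase II promoter in response to hypoxia was higher (0.07, 66 genes, 48 higher, camera adjusted p = 0.000805), and 42 of its genes are proteasome genes. Glycolytic process (-0.14, 27 genes, 24 lower, camera adjusted p = 0.00507) and canonical glycolysis (-0.15, 19 genes, 17 lower, camera adjusted p = 0.00807) were lower, but 10 and 9 of their genes are in the separate list, so they are not independent of it. Regulation of glycolytic process was higher (0.04, 41 genes, 30 higher, camera adjusted p = 0.0255), and positive regulation of glycolytic process did not pass (-0.06, 16 genes, 11 lower, camera adjusted p = 0.845). None of these 7 terms passed by fry after adjustment. A lower hypoxia response is a candidate explanation for the fall of the separate list (camera p = 1.44e-07, with 0.1 as the limit of an exact permutation), found and tested on the same libraries. Lower glycolysis without a change in the hypoxia response is another. Of the 14 members of the list outside glucose metabolism, 14 were lower (mean log2 fold change -0.23). Of these, 6 had an unadjusted p under 0.05 and 0 were called. ERO1A was at -0.005 (SE 0.065), so the count of 14 may depend on the scaling. DDIT4, which was called lower (-0.63, edgeR adjusted p = 0.012), was placed with glucose metabolism and is not among the 14. Camera gave p = 0.00103 for these 14 members, fry p = 0.101 and an estimated correlation p = 0.244. The same limit for an exact permutation applied. Camera alone had been set as the criterion against lower glycolysis, but with fry not passing, lower glycolysis cannot be told apart from a lower hypoxia response here.

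Lower cell density in the LX-2FAP cultures is another candidate explanation. It predicts higher YAP targets, and 16 of 25 were higher (14 with library size alone), with CCN1 and NT5E called higher. The mean log2 fold change was -0.004, and -0.033 with library size alone, with IGFBP3 the lowest at -0.89 and not called. Camera gave p = 0.177, where an exact permutation of the 6 libraries cannot go below 0.1. A lack of difference had been set beforehand as evidence against density, but a test that did not pass excludes nothing, so lower density cannot be told apart from the other explanations here. The YAP list shares CCN2 with the stellate list.

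The FAP level was 620.1, 842.8 and 706.7 CPM in LX-2FAP replicates 1 to 3. Its coefficient of variation, 15.5%, was at percentile 99.2 among 362 genes of similar count, whose median was 2.64%. Its raw counts varied by 1.27%, so the FAP level followed the reverse of library size in these 3 libraries. Library size acts on all genes alike, so the percentile argues against library size and counting noise as the cause. No other cause was tested.

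The 966 called genes other than FAP shifted by unequal amounts, with mean signed deviations of -0.18, -0.12 and -0.21 in LX-2Vector replicates 1 to 3 and 0.06, 0.24 and 0.21 in LX-2FAP replicates 1 to 3. In LX-2FAP the order of the shift matched the order of the FAP level in 3 of 3 libraries, and it was the reverse of the order of library size. In LX-2Vector 1 of 3 libraries had the rank that library size would give. FAP level and library size cannot be told apart as explanations, since 3 libraries are too few and the genes were chosen by the comparison itself.

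U2AF1 was summed with its near-identical copy U2AF1L5 to test whether reads shared between them explain its fall. The sum was lower in LX-2FAP too (log2 fold change -0.82, unadjusted edgeR p = 2.07e-05, edgeR adjusted p = 0.00759, with 0.1 as the smallest p of an exact permutation). That argues against a shift of counts between the copies as the whole cause. Whether reads that match both copies were counted is not stated, so the sum cannot exclude a loss of such reads. The sum was 935 counts in LX-2Vector replicate 1 against 466 and 503 in replicates 2 and 3, and a fit of the sum without that library was not made.

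CXCL5 ranked 3 of 6 among the secreted factors by log2 fold change, and 676 among all tested genes. These are ranks of RNA in these libraries, and the study's account of CXCL5 also rests on RT-qPCR, ELISA and antibody experiments.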
